A study of Homo sapiens with 20 samples. Its data were reported in "Nuclear 2′-O-methylation regulates RNA splicing through its binding protein FUBP1" (2025).

How the data were processed

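The series holds 20 samples of HepG2 cells, a human liver cancer cell line, in 8 groups. Libraries of polyadenylated RNA were made from cells treated with a control siRNA (siCtrl2) or an siRNA against FUBP1, a nuclear RNA-binding splicing factor, and harvested after 48 h. The same kind of library was made 72 h after treatment with an antisense oligonucleotide (ASO) against GFP, which served as the control, or against U3, a small nucleolar RNA. Each of these 4 groups had 3 libraries. FUBP1 RNA immunoprecipitation (RIP) and the matching input were sequenced 48 h after a control siRNA (siCtrl) or an siRNA against FBL, the 2′-O-methyltransferase fibrillarin, with 2 libraries in each of the 4 groups. For RIP and input the study describes no selection of polyadenylated RNA. The labels give no sequencing batch or date. Each depletion had its own control group, and no library was shared between the 3 splicing comparisons.

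Adapters had been trimmed with Cutadapt and reads aligned to the human build hg38 with HISAT2 by the authors, without stated tool versions or annotation release. Skipped exon events had been counted with rMATS from reads across splice junctions. The 3 deposited junction tables gave, for every event, the number of inclusion and skipping junction reads as a list with 1 whole number per library, the effective lengths of both forms, and the p-value and false discovery rate (FDR) that rMATS computed. The p-value and FDR columns of these tables are the authors' own, and the FDR was adjusted over all events of a table. Positions in the lists carried no library number, so a library is named below by its position in its list. Another 6 columns, which held inclusion levels per library, were not used, since the levels were computed from the reads. The kit used for the libraries attaches no molecular identifiers that the labels mention, and removal of duplicate reads was not stated.

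For the RIP data, reads had been counted per gene with HTSeq, and RIP was compared with input by the authors with DESeq2 separately in siCtrl and in siFBL cells. The deposited table gave for 28278 genes the log2 fold change of RIP over input (termed enrichment here), its standard error, a p-value with its adjusted value, and the mean normalized count, which was treated as a score without a scale shared by the 2 conditions. Counts per library were not analysed here. The values that single reads leave in the mean count showed that each mean ran over 6 libraries, of which 2 were RIP, 2 were input and 2 were in neither arm. A log2 fold change of exactly 0 with a p-value of 1 was listed for 6729 genes in siCtrl and 6582 genes in siFBL with a mean count above 0, and these genes were left out of the difference between conditions. Gene expression in the input libraries was not analysed here.

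The inclusion level of an event was computed per library as the length-scaled share of inclusion reads among inclusion and skipping reads, on a scale from 0 to 1, and a change is depletion minus control. Events with a mean of at least 10 junction reads per library were tested. The skipping share of a library is the percentage of skipping reads among all junction reads of its table. Annotation of exons and transcripts came from GENCODE release 44 on the same build. Coordinates count from 1.

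Choices of test, threshold, filter and named events were made before the data were examined, with the exceptions given below. The edgeR quasi-likelihood test that had been planned for events could not be run as written, because the lists of reads are not a table of counts per library that this test takes. In its place a quasi-binomial test was fitted to the inclusion and skipping reads of each event, with the dispersion moderated across events by limma (squeezeVar) and an F test for a difference between the groups in either direction. The information of an event is the number of reads per library times its inclusion share times its skipping share. The prior for the dispersion came from events with information of at least 5 per library, as a trend on the rank of the information. Events with less information took the value at the lower end of this trend. The dispersions used spanned only 5.94 to 6.94 (siFUBP1), 6.58 to 8.08 (U3) and 5.76 to 12.6 (siFBL). The spread of an event between its own libraries thus had little or no weight. P-values of single events rest mainly on the spread shared across events. P-values were adjusted over the events tested by the Benjamini-Hochberg procedure, and events with an adjusted p under 0.1 were called. This form of the test was adopted after the calls of 4 other forms, and their stability when a library was left out, had been seen. The other forms were the same test with a trend on the information of all events, the same test with a trend on the mean reads, and limma on the log2 odds of inclusion (0.5 added to each count) without and with a variance trend. Calls under all 5 forms are given with the dependence on the processing.

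All forms were tested on simulated data with the real read totals and 200 changed events. The changed events were drawn only from those with an intermediate share of inclusion reads and a mean of at least 20 reads. Recovery therefore refers to such events and not to all tested events. With a median shift of 0.389 (siFUBP1), 0.418 (U3) and 0.394 (siFBL) in inclusion level, the main form recovered 63.5%, 51% and 24% of the changed events with 3, 5 and 0 false calls. Unchanged events had p under 0.05 in 3.75%, 3.86% and 2.00% of cases. The simulated dispersion (3.29, 4.13 and 4.96) was below the median dispersion of informative events in the real tables (5.49, 6.51 and 7.67), so that recovery in the real tables is expected to be lower. The simulated shifts were also larger than the median absolute change of the called events, which was 0.191 after siFUBP1 and 0.136 under U3 ASO.

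Means and SD are over libraries. Group means were compared by exact two-sided permutation tests, for which the smallest possible p is 0.1 with 3 against 3 libraries and 0.333 with 2 against 2. Shares of events with lower inclusion were compared with equal shares by exact two-sided binomial tests, as a description, since events are not independent replicates. Overlaps of called events were compared with Fisher's exact test among events tested in both tables, after matching on chromosome, strand, skipped exon and flanking exon boundaries. An exact conditional test within classes of reads and inclusion level, chosen after the data were seen, compared the shared number with that expected when matched on these. Correlations across genes had p-values from 100000 permutations of the genes. Their computation with the events under the authors' FDR, and the use of all tested events as the main choice for siFBL, were chosen after the data were seen. The differences in RIP enrichment are described, as no test on counts could be run. A Wald test of the difference, chosen after the data were seen, divided it by the root of the summed squares of the authors' standard errors and took a two-sided p from the normal distribution. It takes these errors as exact. Each condition had only 2 RIP and 2 input libraries, and 2 further libraries in neither arm entered its mean count. The counts of genes from the Wald test are therefore given as a description. Models were also fitted to the other splits of the same libraries into groups of the same size. Where a share of events is given with an interval, it is a 95% Wilson interval. All intervals cover counting error only, since reads from PCR libraries without molecular identifiers are not independent molecules.

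The events named were the 5 with the smallest p per comparison, among called events with an absolute change of at least 0.1, at least 10 junction reads per library on average and no overlap between the groups' libraries, with 1 event per gene at most. Besides these, 10 genes that the study names as targets, carriers of 2′-O-methylation or examples were followed wherever present (FBL, FUBP1, FUBP3, MALAT1, NEAT1, RPL13, UQCRC2, SEC14L1, SNX5 and PEG3). The corresponding rule for RIP genes was written for a test on counts and was not applied. Alternatives covered the filter on reads, the threshold, the minimum change, overlapping events, the chromosomes, the form of the test, the authors' FDR and the omission of each library in turn. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.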

Results

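To examine how exon skipping and FUBP1 binding change when FUBP1 or the 2′-O-methylation machinery is depleted, the data collected comprised RNA-seq of HepG2 cells after depletion of FUBP1 (siFUBP1 against siCtrl2, 3 libraries each), RNA-seq after depletion of the U3 small nucleolar RNA (U3 ASO against GFP ASO, 3 libraries each), and FUBP1 RIP-seq with input after depletion of FBL (siFBL against siCtrl, 2 RIP and 2 input libraries each). FBL places the methyl group at sites chosen by C/D box small nucleolar RNAs, and U3 is an RNA of that class. The input libraries served for splicing after FBL depletion. Skipped exon events numbered 19792 in the table for siFUBP1, 32990 in that for U3 and 7065 in that for the input libraries. Depth differed between the tables. The siCtrl2 libraries held 2896651, 4474350 and 3043395 junction reads and the siFUBP1 libraries 3561421, 3181821 and 2693397. The GFP ASO libraries held 11249641, 12238867 and 13189400 and the U3 ASO libraries 11296184, 11689214 and 13321799. The siCtrl input libraries held 1142189 and 910779 and the siFBL input libraries 951264 and 987035. The median event had 42.8 junction reads per library in the siFUBP1 table, 106.5 in the U3 table and 24.0 in the input table, so that single events were measured with the least precision after FBL depletion.

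Depletion of the targets was first examined as far as the tables allow. Junction reads at the FUBP1 event listed in the siFUBP1 table were 50.5 ± 5.44 per 1e+06 junction reads (SD, n = 3) in siCtrl2 and 7.52 ± 3.09 (SD, n = 3) in siFUBP1, which left 14.9% of the control level. All 3 siFUBP1 libraries lay below all 3 siCtrl2 libraries (exact two-sided permutation p = 0.1, the smallest that 3 against 3 libraries allow). Under U3 ASO, FUBP1 junction reads at its 3 listed events were 41.5 ± 2.53 per 1e+06 (SD, n = 3) against 59.9 ± 3.68 (SD, n = 3) in GFP ASO, or 69.4% (exact permutation p = 0.1). FBL had no skipped exon event in any of the 3 tables. In the authors' deposited table the mean normalized count of FBL was 1034 in siCtrl and 164 in siFBL, a ratio of 0.159 between separately normalized values. These means ran over 6 libraries, 2 of them in neither the RIP nor the input arm, so they are not a measure of FBL RNA in the input alone. Among 11581 genes with a mean count of at least 50, no gene had a lower ratio.

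The first comparison asked whether loss of FUBP1 changes exon inclusion and in which direction. Of 16213 events tested, 25 were called at an adjusted p under 0.1, and 578 had an unadjusted p under 0.05. Inclusion fell at 19 called events and rose at 6, so 76% were lower (exact two-sided binomial p = 0.0146 against equal shares, with events not being independent replicates). The count of calls depended most on the test: limma on the log2 odds with a variance trend called 223 events, and 3207 events had an FDR under 0.1 in the authors' deposited table. Each fit without 1 library called fewer events, with 10, 15 and 12 without siCtrl2 libraries 1, 2 and 3 and 13, 13 and 20 without siFUBP1 libraries 1, 2 and 3. In these fits 50% to 70% of the called events were lower, and no share differed from equal shares by the binomial test. Grouping the 6 libraries in the 9 other ways gave 0 or 1 called events. Between libraries, the mean inclusion level over 15874 events with reads in every library was 0.828 ± 0.000876 (SD, n = 3) in siCtrl2 and 0.822 ± 0.00135 (SD, n = 3) in siFUBP1. The difference of -0.00533 exceeded the spread between libraries (exact permutation p = 0.1). The skipping share of junction reads was 6.88% ± 0.0413 and 6.99% ± 0.0852 (SD, n = 3 each), and this difference of 0.105 percentage points did not separate the groups (exact permutation p = 0.2). Without siFUBP1 library 2 it was 0.0651. Without the 20 events with the most reads, which held 10.6% of the reads, the share went from 7.45% ± 0.0469 to 7.64% ± 0.0805, a rise of 0.185 percentage points with no overlap of the groups (exact permutation p = 0.1). The skipping share also rose without overlap at events with a mean inclusion level from 0.5 to 0.9 (by 0.724 percentage points) and from 0.9 to 0.98 (by 0.237, exact permutation p = 0.1 for each). The groups were not separated at events with a level below 0.5 (0.454, exact permutation p = 0.2). Nor were they at the 6510 events from 0.98 to 1 (0.00302, exact permutation p = 0.8). Over all tested events, 8419 were lower and 7791 higher. Of the 3207 events with an FDR under 0.1 in the authors' deposited table, 1684 had lower and 1523 higher inclusion after siFUBP1, or 52.5% lower (95% Wilson interval 50.8 to 54.2%). Of these, 2965 passed the filter on reads, 22 were also called here and 517 had an unadjusted p under 0.05 here. The 3 siFUBP1 libraries did not overlap the 3 siCtrl2 libraries at 683 of the 2965 events (23.0%), where 10% of unselected events would do so by chance without ties and 5.16% of all tested events had this separation. The 2965 events were selected for a difference between these same libraries, which raises the share without any effect of treatment. The excess over 10% is therefore only a description.

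**Figure D1:**
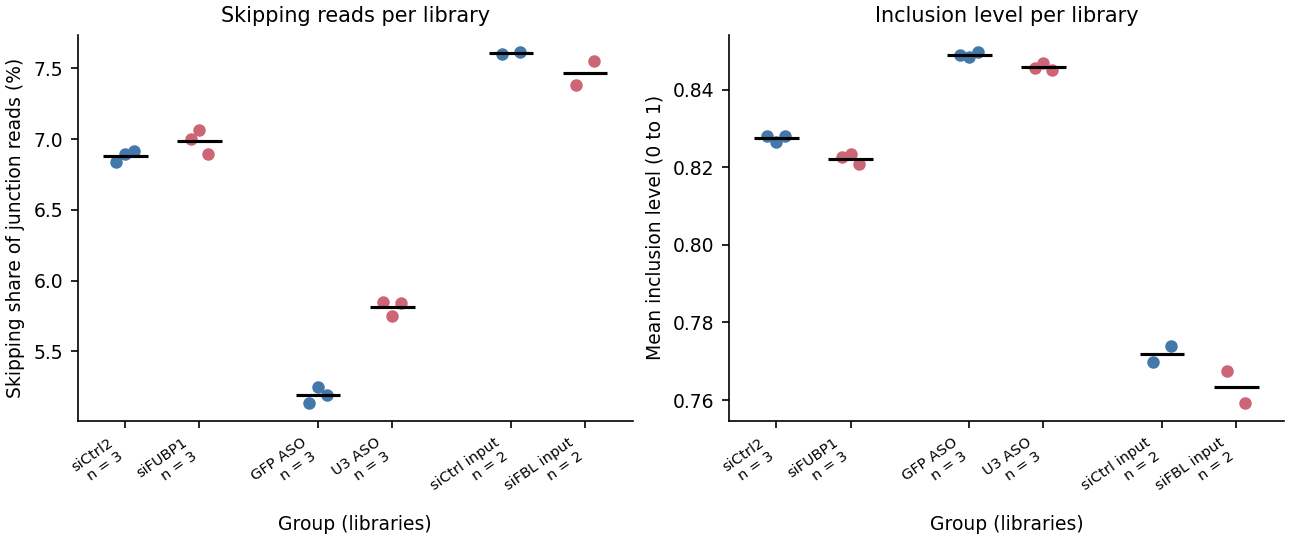
Skipping share of junction reads in percent (left) and mean inclusion level on a scale from 0 to 1 (right) for each library, with points for libraries, horizontal lines for group means, controls in blue and depletions in red. The skipping share rose from 5.19% to 5.81% under U3 ASO without overlap of the groups, and the mean inclusion level fell from 0.828 to 0.822 after siFUBP1.

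The 5 events with the smallest p under the rule for named events, out of 17 that met it, changed in both directions after siFUBP1, with no overlap between the 3 libraries of each group. A 24-base exon of FLNA (chromosome X, 154357251 to 154357274, minus strand, hg38), coding exon 30 of the canonical transcript, had an inclusion level of 0.709 ± 0.0502 in siCtrl2 and 0.344 ± 0.0201 in siFUBP1 (SD, n = 3 each), a change of -0.366 with 521 junction reads per library and an adjusted p of 3.0e-11. The coding exon 11 of CTTN (chromosome 11, 70421470 to 70421580, plus strand) went from 0.896 ± 0.0729 to 0.549 ± 0.0251, a change of -0.347 at 347 reads per library (adjusted p = 2.4e-06). Exon 2 of ACSL4 (chromosome X, 109696144 to 109696196, minus strand), which lies outside the annotated coding sequence, went from 0.893 ± 0.0365 to 0.748 ± 0.0164 at 903 reads per library (adjusted p = 0.000164). The ACSL4 event was no longer called without siCtrl2 library 2, when its change was -0.126. Inclusion rose at coding exon 3 of ASGR1 (chromosome 17, 7177210 to 7177326, minus strand), from 0.861 ± 0.0166 to 0.98 ± 0.0148 at 1085 reads per library (adjusted p = 6.3e-06). It also rose at coding exon 5 of CNN2 (chromosome 19, 1036130 to 1036246, plus strand), from 0.869 ± 0.0647 to 0.990 ± 0.00697 at 721 reads per library (adjusted p = 6.6e-05). The CNN2 event was not called by limma on the log2 odds (adjusted p = 0.185), and its adjusted p was at most 0.0224 in the other alternatives that kept all libraries. By limma on the log2 odds the adjusted p was 0.00317 for FLNA, 0.0601 for CTTN and ASGR1 and 0.0650 for ACSL4.

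The U3 comparison asked whether loss of this RNA, which is needed for ribosomal RNA processing, alters exon skipping. Of 30109 events tested, 56 were called and 979 had an unadjusted p under 0.05. Inclusion fell at 25 called events and rose at 31 (44.6% lower, exact two-sided binomial p = 0.504). Over all tested events the direction was the opposite, with 17815 lower and 12287 higher. With the variance trend in limma, 365 events were called and 35.1% of them were lower. By contrast, 54.8% of the 5974 events with an FDR under 0.1 in the authors' deposited table were lower (3271 lower and 2703 higher, 95% Wilson interval 53.5 to 56.0%), so the direction among called events changed with the calling. It also changed without GFP ASO library 2, when 31 events were called and 51.6% were lower. The fits without U3 ASO libraries 1, 2 and 3 called 35, 33 and 30 events. The 9 other ways of grouping the libraries gave 1 to 9 called events. The skipping share was 5.19% ± 0.0589 in GFP ASO and 5.81% ± 0.0547 in U3 ASO (SD, n = 3 each), a rise of 0.622 percentage points that exceeded the spread between libraries (exact permutation p = 0.1). Without the 20 events with the most reads, which held 8.09% of the reads, the rise was 0.572. The mean inclusion level over 29374 events went from 0.849 ± 0.000613 to 0.846 ± 0.000901, a difference of -0.00320 (exact permutation p = 0.1). At events with a mean inclusion level from 0.98 to 1, the skipping share rose from 0.151% to 0.244%, and at events with a level below 0.5 it went from 87.6% to 85.5% (exact permutation p = 0.1 for each). Of the events called in the authors' deposited table, 5837 passed the filter on reads, 50 were also called here, and the groups did not overlap at 1452 (24.9%, where 10% of unselected events would do so by chance without ties and 6.18% of all tested events had this separation). These events too were selected for a difference between the same libraries, so 10% is no baseline for them.

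**Figure D2:**
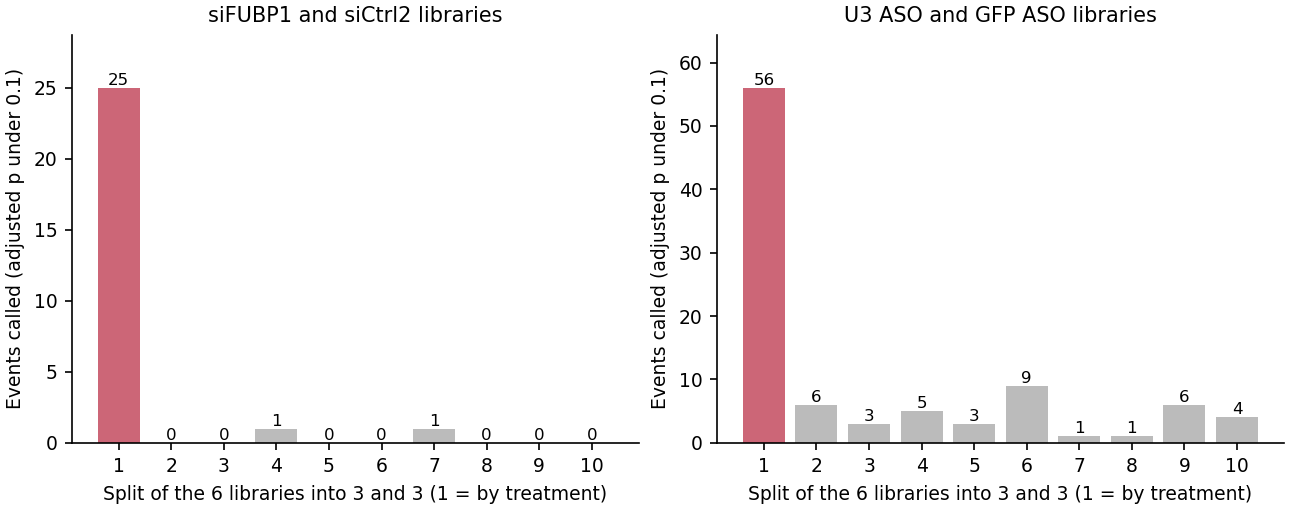
Number of skipped exon events called at an adjusted p under 0.1 (vertical axis) for each of the 10 ways to divide the 6 libraries into 3 and 3, for siFUBP1 with siCtrl2 (left) and U3 ASO with GFP ASO (right). Bars are counts, with the division by treatment in red; it gave 25 and 56 events, and the others at most 1 and 9.

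The named events under U3 ASO, 5 of the 29 that met the rule, all rose in inclusion, with no overlap between the libraries of the groups. An exon of SRSF3 (chromosome 6, 36599821 to 36600276, plus strand, hg38) went from 0.0414 ± 0.0197 to 0.188 ± 0.00422 (SD, n = 3 each) at 1324 junction reads per library (adjusted p = 4.3e-21). An exon of SRSF6 (chromosome 20, 43459153 to 43459420, plus strand) went from 0.0887 ± 0.0186 to 0.271 ± 0.0103 at 1329 reads per library (adjusted p = 1.5e-20). An exon of HNRNPDL (chromosome 4, 82425563 to 82425667, minus strand) went from 0.0182 ± 0.00917 to 0.186 ± 0.0327 at 681 reads per library (adjusted p = 4.8e-16). For these 3 genes, the transcripts that GENCODE lists with the exon included none marked as protein-coding and at least 1 marked as a target of nonsense-mediated decay. An exon of the noncoding SNHG29 (chromosome 17, 16439581 to 16439703, plus strand) went from 0.403 ± 0.0248 to 0.708 ± 0.0343 at 1161 reads per library (adjusted p = 2.5e-16). An exon of PRKAR1A (chromosome 17, 68514987 to 68515119, plus strand), outside the coding sequence of the transcripts that contain it, went from 0.0284 ± 0.0184 to 0.212 ± 0.0257 at 588 reads per library (adjusted p = 8.5e-14). Limma on the log2 odds also called all 5 exons, with adjusted p from 0.00132 (SRSF6 and SNHG29) to 0.0112 (PRKAR1A).

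**Figure D3:**
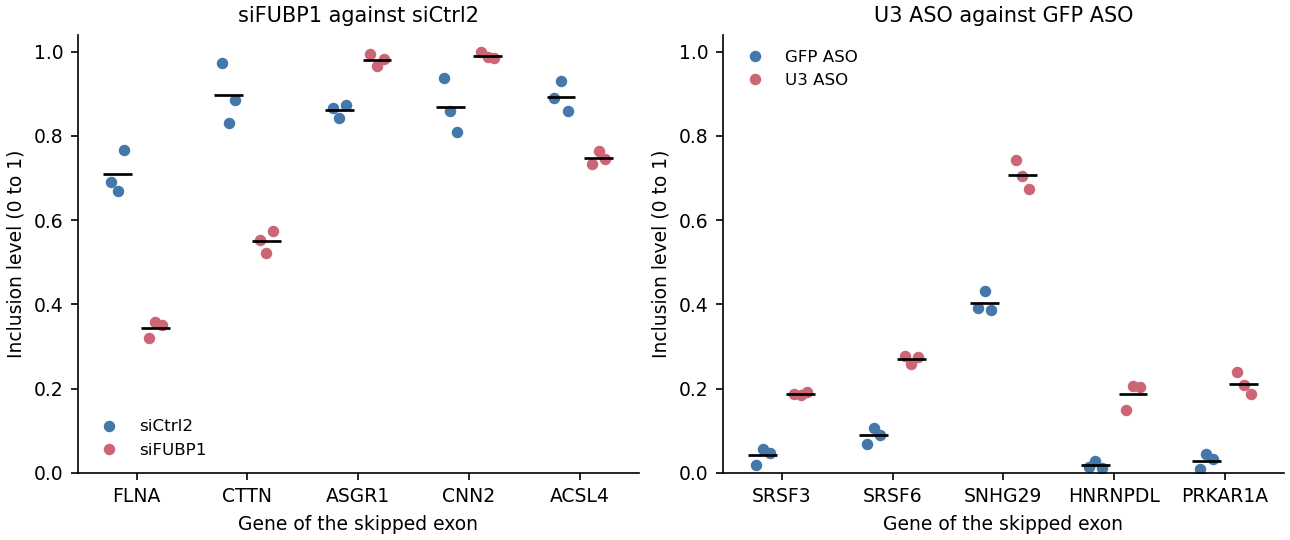
Inclusion level (0 to 1) of the 5 named exons per comparison, for siFUBP1 against siCtrl2 (left) and U3 ASO against GFP ASO (right), with points for the 3 libraries per group and lines for group means. FLNA went from 0.709 to 0.344 after siFUBP1 and SNHG29 from 0.403 to 0.708 under U3 ASO, with no overlap of the groups at any exon shown.

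The siFBL comparison asked the same of FBL depletion with input libraries, 2 per group, from the table with the fewest junction reads. The study describes selection of polyadenylated RNA for the other comparisons and none for the input. Differences from the other depletions can therefore not be assigned to the depletion alone. Of 5208 events tested, 0 were called and 76 had an unadjusted p under 0.05, of which 47 were lower. This count rested on the test, since limma on the log2 odds called 34 events without and 28 with a variance trend, and 2026 events had an FDR under 0.1 in the authors' deposited table. Inclusion was lower at 24 and higher at 10 of the 34 events, and lower at 16 and higher at 12 of the 28. Over all tested events, 52.2% changed to lower inclusion (2714 lower and 2487 higher). Without siCtrl input library 1 or 2 this share was 61.9% or 57.7%, and without siFBL input library 1 or 2 it was 46.0% or 42.3%. Leaving out a library of 1 group shifts this share by its construction, so these values do not bear on the direction. The skipping share was 7.61% ± 0.00657 in siCtrl input and 7.47% ± 0.123 in siFBL input (SD, n = 2 each), a difference of -0.142 percentage points (exact permutation p = 0.333, the smallest that 2 against 2 libraries allow). Leaving out siFBL input library 1 or 2 gave -0.0550 or -0.229. Without the 20 events with the most reads, which held 27.1% of the reads, the difference had the opposite sign (0.190, exact permutation p = 0.333). At events with a mean inclusion level from 0.5 to 0.9 the skipping share rose by 1.28 percentage points, and from 0.9 to 0.98 by 0.576 (exact permutation p = 0.333 for each). Below 0.5 it changed by 0.169 and from 0.98 to 1 by -0.00651 (exact permutation p = 0.667 for each). The mean inclusion level over 5004 events was 0.772 ± 0.00282 in siCtrl input and 0.763 ± 0.00599 in siFBL input, a difference of -0.00848 (exact permutation p = 0.333), and leaving out siFBL input library 2 gave -0.00424. Of the events with an FDR under 0.1 in the authors' deposited table, 1057 were lower and 969 higher, or 52.2% lower (95% Wilson interval 50.0 to 54.3%). Among the 1760 of them that passed the filter on reads, the groups did not overlap at 568 (32.3%). Chance gives 33.3% for unselected events where no values are tied, and the share over all tested events, with many ties, was 14.4%. The 1760 events were selected for a difference between the same libraries, so neither share is a baseline for them.

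The genes followed by name gave no called event, while some of their events had an FDR under 0.1 in the authors' deposited tables. After siFUBP1, 42 events of 5 of these genes were tested, with 0 called over all events, 0 called when adjusted over the list alone and 4 with an unadjusted p under 0.05. Under U3 ASO, 60 events of 7 genes gave 0 calls over all events, 0 adjusted over the list alone and 0 with an unadjusted p under 0.05. After siFBL, 23 events of 3 genes gave 0 calls over all events, 0 adjusted over the list alone and 1 with an unadjusted p under 0.05. FBL, MALAT1 and NEAT1 had no events in the tables. By the authors' deposited FDR, 16 of the 48 events listed for these genes after siFUBP1, 8 of 61 under U3 ASO and 11 of 29 after siFBL were under 0.1, mostly events of PEG3. The study named some of these genes from its own experiments, so the count over the list is not independent evidence.

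Events shared between depletions were then counted, to ask whether FBL, U3 and FUBP1 act on the same exons. Between siFBL and U3 ASO, 4551 events were tested in both, with 0 called after siFBL and 41 under U3 ASO, so that no event was shared. By the FDR in the authors' deposited tables, 1552 and 1308 of these events were called and 453 were shared, where 446 would be shared by chance (odds ratio 1.03, Fisher's exact test, two-sided p = 0.629) and 460 when matched on reads and inclusion level (exact conditional p = 0.614). The sign was the same at 241 of the 453 events (53.2%, exact binomial p = 0.188), with 148 lower in both and 93 higher in both. Since 231 of the shared events were lower after siFBL and 277 under U3 ASO, 141 would be lower in both if the signs were unrelated (Fisher's exact p = 0.211). With a mean of at least 20 reads it was the same at 197 of 352 shared events (56.0%, exact binomial p = 0.0287; Fisher's exact p = 0.0368 for the signs). Shared events had a mean inclusion change after siFBL of -0.00686 and the 1099 events called after siFBL alone one of -0.0132 (two-sided permutation p = 0.679). Between siFUBP1 and U3 ASO, 12373 events were tested in both, 22 and 50 were called, and 3 were shared where 0.0889 were expected by chance (Fisher's exact p = 9.1e-05) and 0.695 when matched on reads and inclusion level (exact conditional p = 0.0268). These events, named after their values were seen, lay in RBM39, FN1 and AFP. The RBM39 exon (chromosome 20, 35734186 to 35734257, minus strand) changed by -0.0575 after siFUBP1 and by -0.0522 under U3 ASO. The FN1 exon (chromosome 2, 215392931 to 215393203, minus strand) changed by 0.0659 and -0.0262, and the AFP exon (chromosome 4, 73447462 to 73447676, plus strand) by -0.00445 and -0.00300. By the FDR in the authors' deposited tables, 792 events were shared against 653 expected by chance (odds ratio 1.41, Fisher's exact p = 3.5e-12) and 728 expected when matched (exact conditional p = 0.00114), and 51.3% had the same sign (exact binomial p = 0.500). Between siFUBP1 and siFBL, 4068 events were tested in both, 18 and 0 were called and 0 were shared. By the authors' deposited FDR 422 were shared against 366 expected by chance (odds ratio 1.37, Fisher's exact p = 3.0e-05) and 388 when matched (exact conditional p = 0.0103), with the same sign at 48.6% (exact binomial p = 0.592).

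FUBP1 RIP-seq addressed whether FUBP1 binding depends on FBL. In the authors' deposited table, 11781 of 19297 genes with an adjusted p in siCtrl (61.1%) had an adjusted p under 0.1, of which 6018 were enriched in RIP and 5763 depleted. In siFBL, the authors' deposited table had 11299 of 18307 genes (61.7%) under this threshold, with 5816 enriched and 5483 depleted. Both thresholds were passed with the same sign by 10153 genes and with opposite signs by 22. The median difference in log2 enrichment between siFBL and siCtrl was -0.0015 over 16069 genes. The normalization of each fit centres its values, so a median near 0 over all genes does not bear on the overall amount of binding, and differences are relative to this centre. The choice of genes moved this value most, to -0.22 in the 5960 genes that were enriched in siCtrl. Among 5711 genes with standard errors below 0.2 in both conditions, Pearson's r between the conditions was 0.992 across genes, which are not independent replicates. In these genes the spread of enrichment was narrower after siFBL, with a Deming slope of 0.885 (95% bootstrap interval over genes 0.881 to 0.888). The difference had a median of -0.23 in 2546 genes with a siCtrl log2 enrichment above 1, where 84.5% of genes were lower. It had a median of 0.31 in 1474 genes with a siCtrl log2 enrichment below -1, where 8.41% were lower. Ordering the genes by their siFBL value gave -0.21 and 0.31 for these classes. By the Wald test from the authors' deposited standard errors, 1671 of 16069 genes had an adjusted p under 0.1, of which 925 were lower and 746 higher after siFBL. With p-values adjusted over the 5960 genes enriched in siCtrl alone, 1039 were lower and 67 higher. Values per library were not analysed here, so these counts could not be set against the spread between libraries or other divisions of them.

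**Figure D4:**
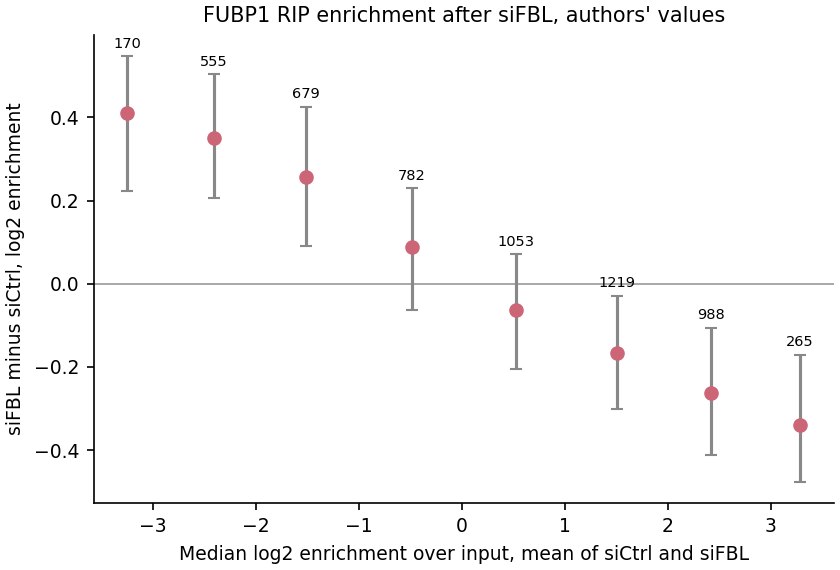
Median difference in log2 enrichment between siFBL and siCtrl (vertical axis) against median log2 enrichment over input (horizontal axis, mean of both conditions) in 8 classes of genes with standard errors below 0.2, computed from the authors' deposited table. Points are medians, bars span the quartiles and labels give the number of genes; the median goes from 0.41 in the most depleted class to -0.34 in the most enriched class.

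For the genes followed by name, log2 enrichment in the authors' deposited table went from 2.85 (standard error 0.05) in siCtrl to 2.65 (0.06) in siFBL for FUBP1 and from 2.75 (0.08) to 2.63 (0.06) for FUBP3. The authors' deposited values went from 2.35 (0.05) to 2.05 (0.02) for MALAT1 and from 1.22 (0.05) to 0.91 (0.03) for NEAT1, nuclear noncoding RNAs. For PEG3 the authors' deposited table gave 2.46 (0.04) and 2.25 (0.04), and for SNX5 1.12 (0.05) and 0.86 (0.05). SEC14L1 had 0.63 (0.07) and 0.61 (0.07), UQCRC2 -0.42 (0.12) and -0.38 (0.15), RPL13 -3.23 (0.07) and -3.13 (0.05), and FBL -2.41 (0.16) and -1.78 (0.40) in the authors' deposited table. The difference of -0.30 for MALAT1 and -0.31 for NEAT1 lay at percentiles 18.2 and 17.4 of the 5711 precise genes, so both were within the range of other genes. By the Wald test, 5 of the 10 genes followed by name (FUBP1, MALAT1, NEAT1, PEG3 and SNX5, all lower) had an adjusted p under 0.1 over all genes, and 5 when adjusted over the list alone.

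Finally, the change in FUBP1 RIP enrichment after siFBL was set against the inclusion change per gene, to ask whether genes that lose FUBP1 binding also change in splicing. With called events, Spearman's rho across genes was 0.205 after siFUBP1 (18 genes, permutation p = 0.409, adjusted p = 0.818) and 0.0279 under U3 ASO (49 genes, permutation p = 0.849, adjusted p = 0.849), while siFBL had no called event. The choice of events moved the siFUBP1 result most. With all tested events rho was 0.131 after siFUBP1 (6242 genes, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05), so genes with a larger loss of RIP enrichment had lower inclusion. With all tested events rho was -0.00267 under U3 ASO (8396 genes, permutation p = 0.808) and -0.0251 after siFBL (3084 genes, permutation p = 0.164, adjusted p = 0.246). With the events under the authors' deposited FDR, a choice made after the data were seen, rho after siFBL was -0.0690 (1554 genes, permutation p = 0.00665, adjusted p = 0.00997), opposite in sign to that after siFUBP1. For siFBL alone, the input libraries that gave the inclusion change also entered the RIP enrichment, so the values correlated were not measured independently. P-values were adjusted over the relations computed with the same choice of events, 2 with called events and 3 with either other choice, and genes are not independent replicates.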

Values the study reported

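The study reported 5575 2′-O-methylation sites in chromatin-associated RNA of HepG2 cells. It considered splicing events with an FDR below 0.1.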

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

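The alternatives to the form of the test, the chromosomes and the events with the most reads, all alternatives for the skipping share and the mean inclusion level, and the events under the authors' deposited FDR for the relation of RIP change to inclusion change, were chosen after seeing the data. The number of called events depended more on the form of the test than on any other choice. For siFUBP1, U3 ASO and siFBL, the main form called 25, 56 and 0 events. The quasi-binomial test with a trend on the information of all events called 27, 69 and 0 events, and the one with a trend on the mean reads called 47, 53 and 0. On the log2 odds, limma called 26, 44 and 34 events without and 223, 365 and 28 with a variance trend. By the authors' deposited FDR the counts were 3207, 5974 and 2026. Of the 25 and 56 events of the main form, limma on the log2 odds called 13 and 27, and the authors' FDR covered 22 and 50. The cause of the differences between the forms was not tested.

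The main form was adopted after these counts had been seen, and also after the forms with a trend on the information of all events or on the mean reads had given 0 calls in every one of the 12 fits that each left out 1 library of the siFUBP1 and U3 tables. Without the variance trend, limma gave 0 to 3 calls in these fits, and with it 213 to 713, but that form also called 93 to 152 events when the siFUBP1 and siCtrl2 libraries were mixed and 147 to 175 when the U3 ASO and GFP ASO libraries were mixed. In simulated data it gave p under 0.05 to between 7.23% and 10.95% of unchanged events. For siFBL, limma on the log2 odds called 34 events and 0 in both other divisions of the 4 libraries, whereas with the variance trend it called 28 against 6 and 11. Without the trend, 6.33% and 6.81% of unchanged simulated events had p under 0.05, against 2.00% and 3.27% in the main form. The 0 calls for siFBL, next to 76 events with an unadjusted p under 0.05, therefore depend on the test.

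The other choices moved the counts less. Without the filter on reads, with a mean of at least 20 reads, with 1 event per skipped exon, with the main chromosomes only and at an adjusted p under 0.05, siFUBP1 gave 25, 31, 20, 24 and 21 events and U3 ASO 55, 57, 64, 52 and 43. With a change of at least 0.1, siFUBP1 gave 19 and U3 ASO 35 events, fewer because only 3213 and 4282 events entered. All of these gave 0 events for siFBL. The fits that left out 1 library gave from 10 to 20 events for siFUBP1 and from 30 to 48 for U3 ASO, and having 5 libraries in place of 6 lowers the counts. Each of the fits for siFUBP1 was below the full count, by more than 1.5 times except without siFUBP1 library 3. For U3 ASO the counts without GFP ASO library 2 (31) and without U3 ASO libraries 1, 2 and 3 (35, 33 and 30) were lower by more than 1.5 times.

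The direction after siFUBP1 stayed toward lower inclusion in all alternatives that kept all libraries, but the excess over equal shares did not always pass p under 0.05. The share of lower events was 70.0% with 1 event per skipped exon, 71.4% at an adjusted p under 0.05 and 73.7% with a change of at least 0.1, with exact binomial p of 0.115, 0.0784 and 0.0636 against 0.0146 in the main form. These alternatives had 20, 21 and 19 events. It ranged from 50% to 70% across the fits that each left out 1 library. For U3 ASO, 44.6% of called events were lower and this share had the opposite direction, 54.8%, by the authors' deposited FDR and 51.6% without GFP ASO library 2. The variance trend in limma gave 35.1%, which then differed from equal shares (exact binomial p = 1.2e-08). The fits that left out 1 library ranged from 36.7% to 51.6%. For siFBL the share over all tested events ranged from 42.3% to 61.9%, above 50% without a control library and below 50% without a siFBL library. Leaving out a library gives such a pattern by its construction, since most exons are included and a level of exactly 1 is reached more easily in 1 library than in the mean of 2, so these values say nothing about the direction. The cause of the other differences was not tested. The skipping share after siFBL went from -0.142 to 0.190 percentage points without the 20 events with the most reads, which shows that these events set its sign. After siFUBP1 the same choice raised it from 0.105 (exact permutation p = 0.2) to 0.185 (exact permutation p = 0.1).

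Among values for the named exons, the skipping share and the mean inclusion level, 119 under the alternatives and 91 without a library stayed on the same side of their threshold or within the spread between libraries. The exceptions were the skipping share after siFBL, the CNN2 exon, whose call was lost with limma on the log2 odds, and the ACSL4 exon, whose call was lost without siCtrl2 library 2 (change of -0.126). Shared events changed with the calls: by the authors' deposited FDR 453 events were shared by siFBL and U3 ASO, 792 by siFUBP1 and U3 ASO and 422 by siFUBP1 and siFBL, against 0, 3 and 0 in the main form, because far more events were called. Matching on the skipped exon alone or a mean of at least 20 reads gave 0, 3 and 0 again. For events shared under the authors' deposited FDR, a mean of at least 20 reads, chosen after seeing the data, took the share with the same sign from 53.2% to 56.0% for siFBL and U3 ASO, past p under 0.05 (exact binomial p = 0.0287), and from 48.6% to 50.5% for siFUBP1 and siFBL (exact binomial p = 0.909). The median RIP difference was -0.22 in genes enriched in siCtrl and stayed within 0.002 of 0 under the other filters, where the normalization sets it. The Wald test, also chosen after seeing the data, gave 1671 genes, from 1250 to 1708 under the other filters and the stricter threshold, and 1106 among the 5960 genes enriched in siCtrl, where fewer genes enter. The number of genes past the threshold in siCtrl was 11128 to 11482 at an adjusted p under 0.05 or without a filter and 10455 with a mean count of at least 50. The relation of RIP change to inclusion change after siFUBP1 passed its threshold with all tested events (rho of 0.131) and with the events under the authors' deposited FDR (0.143), where many more genes enter than the 18 with called events. Under U3 ASO rho turned to -0.00267 with all tested events, -0.0848 with a mean count of at least 50 and -0.00829 with the authors' deposited FDR, none with permutation p under 0.05. After siFBL, where the use of all tested events in place of the 0 called ones was also chosen after seeing the data, it went from -0.0251 with all tested events to -0.0690 under the authors' deposited FDR (permutation p = 0.00665). The cause of these changes was not tested.

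No paired analysis was possible because the lists of reads carry no replicate numbers and the RIP table holds 1 value per gene and condition. For the same reason no replicate block, TMM or size factor normalization, edgeR or DESeq2 test, leaving out of a library or use of RIP libraries alone was run for the RIP results, and none of the alternatives for gene expression in input. DESeq2 was not run for the events. With 2 libraries per group, leaving out 1 gives values without calls. For siFBL, the main form recovered 24% to 30.5% of changed events in simulated data, all of them drawn from events with an intermediate share of inclusion reads. This table had the fewest libraries and junction reads, and the parts of depth, number of libraries and dispersion were not separated.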

Other observations

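Of the 17 tests below, 10 were chosen only after the result was seen: those on the division of the libraries for called events, the events with the most reads, depth, pooled reads, noise and normalization in the RIP values, and repeated reads of a molecule.

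The calls after siFUBP1 and U3 ASO were compared with the other divisions of the same libraries. Only 1 of the 10 splits of the 6 libraries, the one by treatment, gave as many as 25 called events for siFUBP1, and only 1 of the 10 splits gave as many as 56 for U3 ASO. The other splits gave at most 1 and 9, and limma on the log2 odds called 26 and 44 events by treatment and 0 in every other split. With 3 libraries per group the share of splits cannot fall below 10%, so the number of splits by itself does not exclude a grouping by chance.

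The deposited tables held far more events at an FDR under 0.1 than the moderated test called. A candidate explanation is that reads of 1 library count as independent draws when the spread between libraries is not fully used. In a test on reads pooled over the libraries of a group, 2781 events were called for siFBL against siCtrl input, and mixing the groups gave 2770 and 2812. For siFUBP1 the pooled test called 6946 events by treatment and 6298 to 6484 with mixed groups, and for U3 ASO 15395 and 14575 to 14881. The rMATS model was not rerun, so this bears on pooled reads and not on rMATS itself. Most of the pooled calls thus arise without a difference in treatment. For siFUBP1 and U3 ASO the split by treatment gave more pooled calls than any other, and for siFBL it lay between the others.

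The spread behind this may come from several reads of 1 RNA molecule, which would hold the dispersion near 1 level as reads grow, whereas true differences in inclusion level between libraries would raise it. The mean dispersion of events with an information above 40 minus that at 5 to 10 was -0.931 in the siFUBP1 table, -0.537 in the U3 table and -4.48 in the input table (permutation p = 0.0340, 0.0260 and 0.00210). A constant level alone was thus not seen, but in simulated data with a fixed number of reads per molecule the difference was also below 0 on average (-0.738, -0.551 and -0.299), with 95% ranges of -1.56 to -0.00378 for siFUBP1, -0.957 to -0.0481 for U3 and -2.01 to 1.74 for the input. In these simulations the number of reads per molecule was the mean dispersion above 40, which left the simulated input table at 6.32 where the real one had 10.4 at an information of 5 to 10. With the number set to the real mean at 5 to 10, this simulated mean was 11.4, and the range for the input was -3.38 to 2.70, with 2 of 200 simulations as low as the real difference. Both simulations were added after the permutation p had been seen, the latter after the former. The siFUBP1 and U3 tables lay inside both of their ranges. The input table, with 47 events above 40, lay outside both, which argues against 1 number of reads per molecule for all its events as the whole cause. A number that differs between events was not simulated, library preparation was not compared, and other sources of spread stay open in all 3 tables.

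The rise in skipping share under U3 ASO was not carried by a few abundant events, since it was 0.572 percentage points without the 20 events with the most reads. Nor did depth differ, as the U3 ASO libraries had -1.01% junction reads relative to GFP ASO on average (exact permutation p = 1). The skipping share rose at exons that are nearly always included and fell at exons that are mostly skipped, so the overall change covers opposite changes. With called events left out, the largest rise in a class of inclusion level was 0.350 percentage points (from 0.9 to 0.98). The overall rise was 0.622, so changes within these classes do not account for all of it. How the reads divide between the classes in each group was not examined. A biological effect of U3 loss is one hypothesis for the rise. An effect of the ASO chemistry or of an altered growth state was not tested.

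The events named under U3 ASO included exons of SRSF3, SRSF6 and HNRNPDL that GENCODE places in transcripts marked for nonsense-mediated decay, which may reflect less decay of such transcripts. With the called events included in neither group, 777 exons of decay transcripts alone went from 0.320 ± 0.00761 to 0.336 ± 0.00526 (SD, n = 3 each), whereas 25128 coding exons went from 0.913 to 0.908. The gap between these changes was 0.0221 (exact permutation p = 0.1) and it was as large in 1 of the 10 splits of the 6 libraries. The rise was not confined to decay exons. Exons without annotation rose by 0.0105 (exact permutation p = 0.1) and exons of other kinds changed by 0.00460 (exact permutation p = 0.3). Among called events, inclusion rose at 9 of 10 decay exons, 8 of 29 coding exons, 3 of 5 without annotation and 11 of 12 of other kinds. After siFUBP1 the gap was 0.00632 (exact permutation p = 0.3, as large in 3 of the 10 splits), and decay exons changed by 0.000322 (exact permutation p = 0.8). After siFBL it was 0.0209, near the value for U3 ASO, but as large in 3 of the 3 splits (exact permutation p = 1). Among exons with an inclusion level under 0.5, however, the gap was 0.0154 under U3 ASO and 0.0251 after siFUBP1 (exact permutation p = 0.1 for each), and -0.00916 after siFBL (exact permutation p = 1). Whether the gaps differ between the depletions was not tested, so specificity to U3 stays open. A change in splicing toward these exons in place of a change in decay stays open.

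FUBP1 junction reads were lower under U3 ASO at 69.4% of the control (log2 change of -0.53), which could make the U3 comparison partly one of FUBP1 loss. Among 2628 genes with similar junction reads the change lay at percentile 6.47, inside the central range of log2 -0.65 to 0.91 that leaves out 5% of genes at each end, so other genes changed as much. All U3 ASO libraries still lay below all GFP ASO libraries. The rank among genes does not show whether a fall of this size affects splicing, so a part of FUBP1 loss in the U3 comparison stays open. Junction reads at skipped exons are not a measure of all FUBP1 RNA.

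Exons that lost inclusion after siFUBP1 may be those behind long introns. With called events left out, exons in the quartile with the longest upstream introns (from 7349 bases) changed by -0.0180 and those with the shortest (to 909 bases) by 0.0117, a difference of -0.0297 over 15851 events, as large in 1 of the 10 splits of the 6 libraries (exact permutation p = 0.1). Under U3 ASO the same difference was -0.00325, as large in 1 of the 10 splits, and after siFBL 0.0255, as large in 1 of the 3 splits. Each came from its own libraries, and differences between the depletions were not tested. Genes with long introns were also the ones enriched in FUBP1 RIP (Spearman's rho of 0.335 across events), but within quartiles of RIP enrichment the difference remained at -0.0149 on average, where the largest of the other splits gave 0.00768. RIP enrichment of a gene therefore does not account for all of the relation to intron length. Within quartiles of intron length, exons of the most enriched genes changed by -0.0323 relative to those of the least enriched genes, against 0.0151 in the largest of the other splits. Under U3 ASO this value was -0.00183, as large in 4 of the 10 splits. After siFBL it was 0.0321, opposite in sign, against 0.00539 in the largest of the other splits. There the input libraries entered both the inclusion change and the RIP enrichment. A hypothesis is that both the length of the upstream intron and binding of the transcript by FUBP1 mark exons that depend on it. GC content, exon length and the position of the exon in the transcript were not tested.

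The relation between RIP change after siFBL and inclusion change after siFUBP1 (rho of 0.140 across 6164 genes with the mean over events) was as large in 1 of the 10 splits of the 6 libraries, and the largest of the others gave 0.0749. The number of splits by itself excludes nothing, since the share cannot fall below 10%. The relation may be carried by the enrichment in siCtrl, which the RIP change follows. Inclusion change had a rho of -0.222 with siCtrl enrichment and one of -0.00208 with the part of the RIP change that the fitted line leaves over. In the quartile of genes with the lowest enrichment inclusion rose by 0.0175, and in the quartile with the highest it fell by 0.0234 (1541 genes each, exact permutation p = 0.1 for each). These values go with exons of FUBP1-bound genes losing inclusion upon FUBP1 depletion. For inclusion after siFUBP1, no relation was seen with the part of the RIP change per gene beyond the enrichment itself. That part was taken for genes of any standard error, from 2 RIP and 2 input libraries per condition. Noise in it would weaken a relation, so the value does not exclude one. The study compared genes whose FUBP1 CLIP-seq peaks fell after siFBL with other genes, and those peaks were not analysed here. For inclusion after siFBL, with 2 libraries per group, rho with siCtrl enrichment was 0.105, opposite in sign. The same input libraries gave this inclusion change and entered the RIP enrichment, so these values share their noise, unlike those for siFUBP1. Its rho with the part that the fitted line leaves over was 0.0469. This was as large in 1 of the 3 splits, and the largest of the others gave 0.00759.

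The narrower spread of RIP enrichment after siFBL was tested against 3 technical explanations. Noise in the siCtrl values would leave a Deming slope of 1, and it was 0.885. A shift of the normalization would move all genes alike, but genes with a mean log2 enrichment below -1 rose by a median of 0.31 while those above 1 fell by 0.22. More unbound RNA in the siFBL RIP libraries would let the fall level off among enriched genes, but the median went on to -0.34 in the most enriched class, where the best mixture (7.20% input) predicted -0.17. A straight line with a slope of -0.12 left a root mean square gap of 0.0201 over the classes, against 0.0993 for the mixture. The values thus argue against a constant added share of input as the whole cause. Lower efficiency of the immunoprecipitation, less FUBP1 protein and weaker binding would each also raise the share of unbound RNA, so the mixture does not separate them, and the cause of the proportional loss stays open. The authors' deposited mean count of FUBP1 itself was 14257 in siCtrl and 8689 in siFBL, on separate normalizations. MALAT1 and NEAT1 lay at percentiles 38.9 and 16.6 of the genes after the line was removed, so neither stood apart.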
